A study of Homo sapiens with 9 samples. Its data were reported in "Cell type- and factor-specific nonsense-mediated RNA decay" (2025).

How the data were processed

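RNA immunoprecipitation followed by sequencing (RIP-seq) was used to find RNA regions bound by phosphorylated UPF1 (pUPF1), the form of the RNA helicase UPF1 that takes part in nonsense-mediated RNA decay (NMD). The cells were human embryonic stem cells (ESCs) of the established line H9. The 9 libraries fell into 3 groups of 3: input RNA, immunoprecipitation with control IgG, and immunoprecipitation with an antibody against pUPF1. Per the labels, cells were treated with 50 nM okadaic acid, a phosphatase inhibitor, for 3 h, RNA in the bead-bound complexes was digested with RNase I at 1 U/µl for 20 min at 4 °C, input was prepared without immunoprecipitation, and the libraries were sequenced for 100 cycles.

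The authors filtered reads for quality, aligned them with STAR to GRCh38 with an Ensembl annotation, removed PCR duplicates, and called peaks with CLAM, a program that re-assigns reads with several genomic matches before it calls peaks in bins along each gene. pUPF1 libraries were compared with input libraries. The result used here was 1 peak list for the series, in which each peak was listed once for every annotated region it overlapped. The signal value of each peak is a score from the authors' peak caller, described by the authors as a fold enrichment, which would be a linear scale. The list itself does not name the scale, and it was used only within this list. Differences and SDs of signal values depend on that scale, and were repeated on signs, log2 values or ranks. The p-value and q-value of each peak are those of the authors' deposited list. Values per library were not used here, so the depth of each library and the spread between replicates are unknown, no new test between pUPF1 and input was made, and the IgG libraries entered no comparison.

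Peaks with a signal value over 1 and q under 0.01 were kept, the thresholds that the study states. The list itself starts at a signal value of 2.00 and includes intronic peaks, whereas the methods of the study describe peaks above 1 annotated to mRNA regions. It thus differs from the list that the methods describe, and it holds more genes than the study counted. A linear value of 2.00 is 1 on a log2 scale. As the list does not name its scale, it cannot be told from the list alone whether the starting values differ. The peaks that the study itself reports were not matched to it. Peaks with lower signal values were not analysed here, so a gene without a peak is one without a peak at 2.00 or more. Peaks were counted once per name and position, and a peak counted for an annotation where any of its lines carried it. Genes were counted by the gene ID in the peak name, and genes with a 3′ UTR peak by the gene ID of the 3′ UTR line. The reference was GRCh38 with GENCODE version 44, a later annotation than the authors used. The gene IDs of 99.9% of peaks were found in it, and 15 gene IDs were not. Each peak started on a grid of 100 nt bins, and 36109 peaks lay on the grid that starts at the gene start of the reference annotation. For other genes the grid was taken from the peaks themselves.

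The background of the within-gene comparisons of UTR and CDS bins was the bins of the same gene that were not called. For introns, as many uncalled bins as called ones were drawn at random in each gene, 28522 of each, and genes with fewer uncalled than called intron bins were left out. Bins were used if they lay wholly in the 5′ UTR, the coding sequence (CDS) or the 3′ UTR over the protein-coding transcripts of a protein-coding gene with at least 1 peak, and touched neither of the other features. There were 8720 such genes. Bins of parts of a gene that are not transcribed in ESCs cannot be called, and coverage per bin was not used here. Signal values, GC content and position were compared with paired two-sided sign-flip permutation tests across genes with 100000 resamples, and these 3 tests were adjusted together by the Benjamini-Hochberg method. Call rates were compared by Mantel-Haenszel odds ratios stratified by gene, with 95% intervals from 1000 bootstrap draws of genes. All 6-mers were tested for presence in called against uncalled 3′ UTR bins with Cochran-Mantel-Haenszel tests stratified by gene, without continuity correction, at a Benjamini-Hochberg adjusted p under 0.05. For the 6-mers named, calls were also shuffled within genes 100000 times. A list of 17 NMD-target and NMD-factor genes was compared with 10000 random lists of protein-coding genes with a peak, matched on 3′ UTR length in 10 classes. Genes are not biological replicates, so these tests describe this peak list and not the spread between experiments. Intervals of shares are Wilson 95% intervals and cover counting error alone.

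The genes and 6-mers named were set by a rule fixed before the data were examined: the 17 listed genes, 13 genes that the study measured by quantitative PCR, the 5 genes with the highest 3′ UTR signal value, the 5 genes with the most peaks, mitochondrial or histone genes with a peak where there were at most 5, and the 5 6-mers with the highest and the 5 with the lowest odds ratio past the threshold. Some genes of the list of 17 are not reported here by name. The tests and most alternatives were also fixed then. The alternatives covered the thresholds, the counting of peaks, the annotation rule, the transcripts, the background bins and the matching of random lists. A signal value over 3, annotation lines of the peak's own gene, and peaks and bins without repeated sequence were added after the data were seen. For the last, every 24-mer of a bin was counted in the primary chromosomes on both strands, and a 24-mer found more than once was called repeated. A 24-mer is shorter than the reads, so this marks repeated sequence and not reads that cannot be placed.

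The statistics were tested on simulated data. Sign-flip tests gave p under 0.05 in 5.5% of 400 simulations without a shift. Simulated odds ratios of 1 and 3 were estimated at a median of 1.00 and 2.98 over 60 simulations each. Of 200 6-mers planted into simulated bins, 83.5% were recovered, and 0 of all 6-mers passed after calls were shuffled. The work used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, numba 0.67.0, BEDTools 2.31.1, BLAST 2.17.0 and matplotlib 3.10.9.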

Results

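RIP-seq of pUPF1 was performed in H9 human ESCs to find the RNAs, and the regions within them, that are occupied by pUPF1. There were 3 input, 3 IgG and 3 pUPF1 libraries. The measurement reported here is a single list of peaks called by the authors in pUPF1 against input libraries. Because the list combines the replicates, the depth of each library and the error between replicates are unknown for every value below. Signal values are the authors' own value per peak, described by the authors as a fold enrichment, on a scale that the list itself does not name. All coordinates are on GRCh38.

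The list held 38676 peaks with a signal value over 1 and q under 0.01, each 100 nt long. They lay in 13065 genes. The lowest signal value was 2.00, the median 3.41 and the highest 12.77, and the highest q was 0.00963, so every peak of the list passed the thresholds and peaks with signal values below 2.00 were not analysed here. The authors' p-value and q-value were printed as 0 for 97.1% of peaks. A single peak was found in 6161 genes (47.2%), and the largest number in a gene was 142. Of all peaks, 65.6% were in protein-coding genes and 20.9% in long non-coding RNA (lncRNA) genes. Counting only peaks without a repeated 24-mer lowered these numbers most, to 4345 peaks in 3245 genes.

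The location of peaks within genes was examined next. Distal introns were an annotation of 24085 peaks (62.3%, 95% interval 61.8 to 62.8). The CDS was an annotation of 4744 peaks (12.3%, 11.9 to 12.6), the 3′ UTR of 3624 (9.37%, 9.08 to 9.66) and the 5′ UTR of 814 (2.10%, 1.97 to 2.25). In total, 28159 peaks (72.8%) were annotated to introns and to no exon, and 7263 (18.8%) to a UTR or the CDS. A peak could carry several annotations, and 25.9% of annotation lines belonged to a gene other than the one in the peak's name. The 3′ UTR share was 37.3% among peaks without a repeated 24-mer. Such peaks made up 2.60% of those annotated to distal introns, 52.6% for the CDS and 44.7% for the 3′ UTR. Distal introns were therefore not the most frequent annotation among peaks without a repeated 24-mer. The 3′ UTR was not the most frequent either. Proximal introns labelled px200 were an annotation of 7998 peaks, of which 31.4% had no repeated 24-mer. Both these introns and the CDS held more such peaks than the 3′ UTR.

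**Figure D1:**
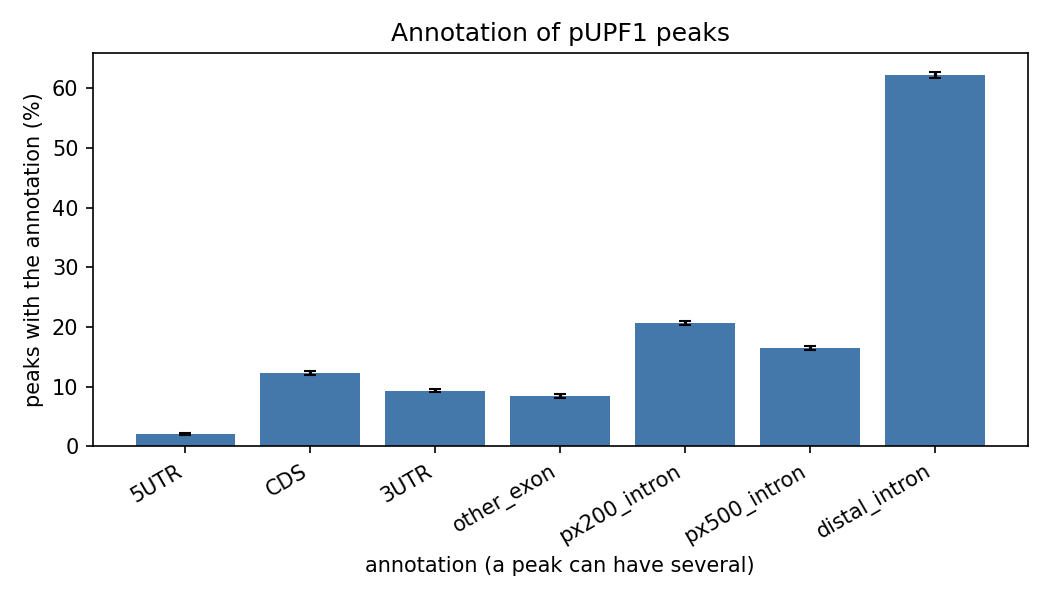
Share of the 38676 peaks (y axis, %) that carried each annotation (x axis), with Wilson 95% intervals as error bars. Distal introns were the most frequent annotation, at 62.3%, and the 5′ UTR the least frequent, at 2.10%.

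Most peaks lay in sequence that occurs more than once in the genome. The median peak had 100% of its 24-mers repeated, and the mean was 77.9%. The mean was 89.4% for peaks annotated to distal introns, 36.0% for the 3′ UTR and 31.8% for the CDS. Within genes, called intron bins had 83.0% repeated 24-mers and an equal number of randomly drawn uncalled intron bins 30.7%, averaged over 9744 genes. The difference was 52.3 percentage points ± 0.414 (SE), with a sign-flip permutation p of 1e-05, the smallest that the resamples can give. It was positive in 8257 genes and negative in 790. The corresponding difference was 17.8 points ± 0.888 (SE) in 3′ UTR bins of 1341 genes, where it was positive in 702 and negative in 544. It was 6.97 points ± 0.650 (SE) in CDS bins of 1135 genes, where it was positive in 340 and negative in 321. Both had a permutation p of 1e-05.

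**Figure D2:**
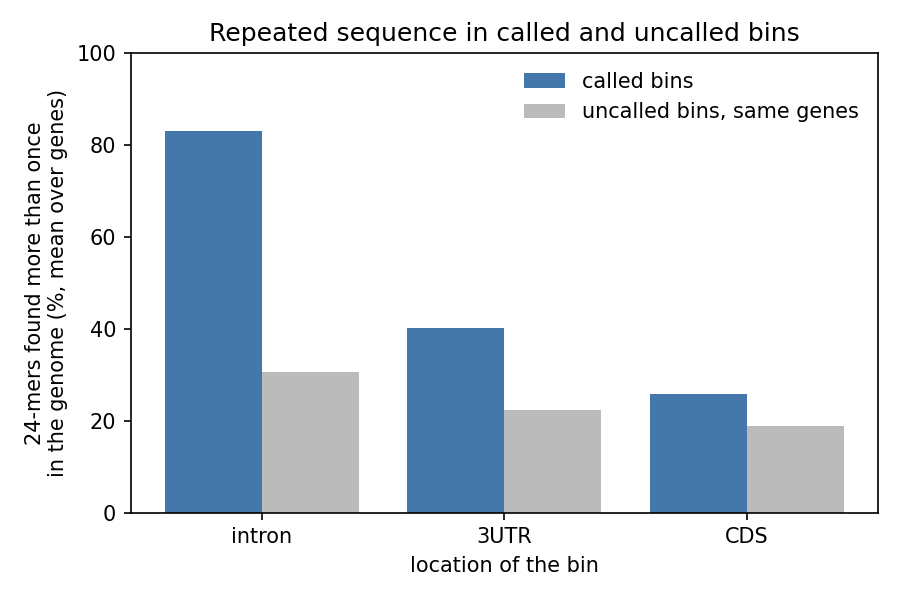
Mean over genes of the share of 24-mers that occur more than once in the genome (y axis, %) in called bins (blue) and uncalled bins of the same genes (grey), for intron, 3′ UTR and CDS bins (x axis). Called bins had the higher mean in each, with 83.0% against 30.7% in introns.

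Because earlier work placed UPF1 in 3′ UTRs, the 3′ UTR was compared with the CDS. A 3′ UTR peak was found in 2276 genes. In genes with a peak, 1744 of 217769 3′ UTR bins (0.801%) and 1445 of 84835 CDS bins (1.70%) were called. Stratified by gene, the odds ratio of being called was 0.483 (95% interval 0.439 to 0.533) for 3′ UTR against CDS bins, from 2195 informative genes. It was 0.239 (0.193 to 0.297) for 5′ UTR against CDS bins, from 979 genes. In bins without a repeated 24-mer, the alternative that moved the 3′ UTR odds ratio most, it was 0.358 (0.310 to 0.409). Both UTRs were therefore called less often than the CDS of the same genes under every alternative tried. This holds for the UTRs of protein-coding transcripts. A 3′ UTR found only in transcripts of another class was left out or counted as CDS, and no alternative added it. The comparison may thus miss 3′ UTRs particular to NMD-target isoforms.

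**Figure D3:**
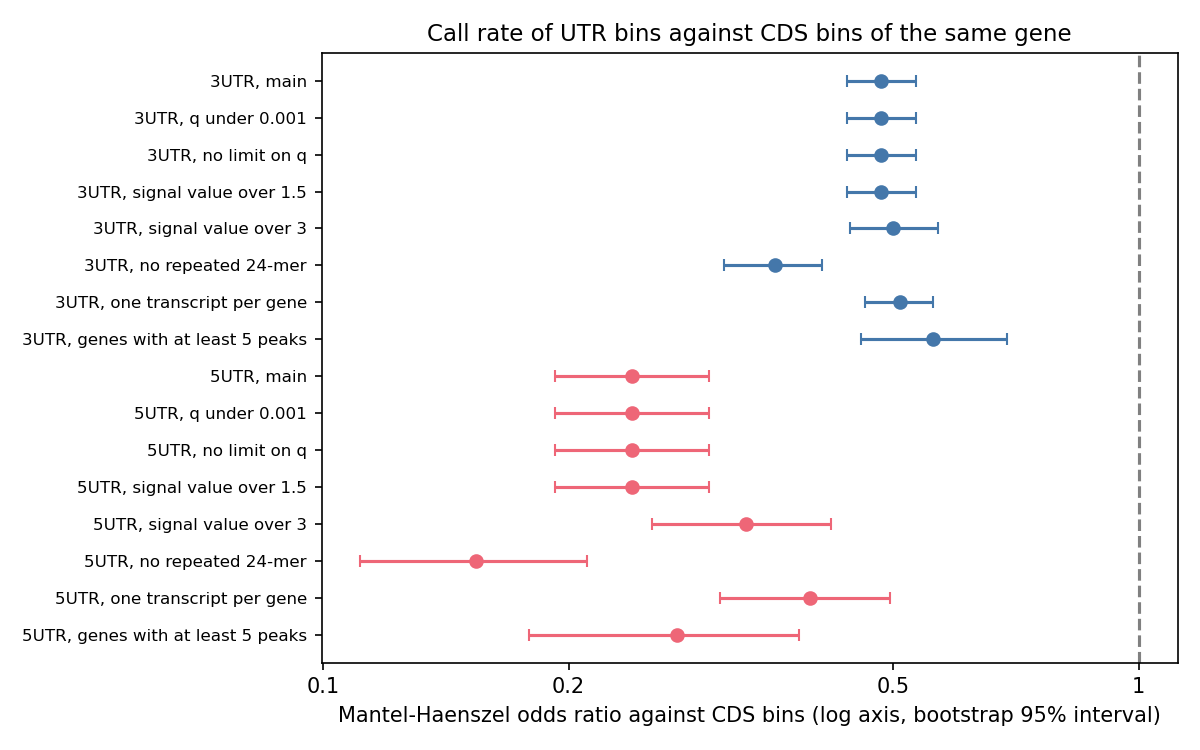
Mantel-Haenszel odds ratios (x axis, log scale) of being called for 3′ UTR (blue) and 5′ UTR (red) bins against CDS bins of the same genes, under each setting (y axis), with 95% bootstrap intervals as error bars. Every interval lies below 1, with 0.483 for the 3′ UTR and 0.239 for the 5′ UTR under the main setting.

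Signal values were compared in the 53 genes that had peaks annotated only to the 3′ UTR and peaks annotated only to the CDS. The median signal value per gene was lower in the 3′ UTR by a mean difference of -0.289 ± 0.110 (SE), with a sign-flip permutation p of 0.0107 (adjusted p 0.0107). It was lower in 33 genes and higher in 20. With the maximum per gene in place of the median, the difference was -0.174 and the permutation p 0.148. By sign alone, which does not depend on the scale, the exact sign test gave p = 0.0984.

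Within 3′ UTRs, called bins were compared with uncalled bins of the same gene in 1341 genes. Called bins had a mean GC content of 44.4% and uncalled bins 42.8%, a difference of 1.59 percentage points ± 0.260 (SE). The permutation p was 1e-05 (adjusted p 3e-05), and GC content was higher in called bins in 759 genes and lower in 578. Without repeated 24-mers the difference was 0.727 points, with a permutation p of 0.0424 and an adjusted p of 0.0637. On a scale from 0 at the stop codon to 1 at the 3′ end, the mean position was 0.460 for called and 0.503 for uncalled bins. The difference was -0.0433 ± 0.00932 (SE), with a permutation p of 2e-05 (adjusted p 3e-05), and called bins lay nearer the stop codon in 738 genes and nearer the 3′ end in 569. With 3′ UTRs divided into 10 equal parts, 273 of 5506 bins (4.96%) were called in the part nearest the stop codon, against 186 of 5641 (3.30%) in the part nearest the 3′ end. Between them the share ranged from 2.86% in part 8 to 3.64% in part 4, counted from the stop codon. It was thus highest in the part nearest the stop codon and did not fall steadily toward the 3′ end.

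**Figure D4:**
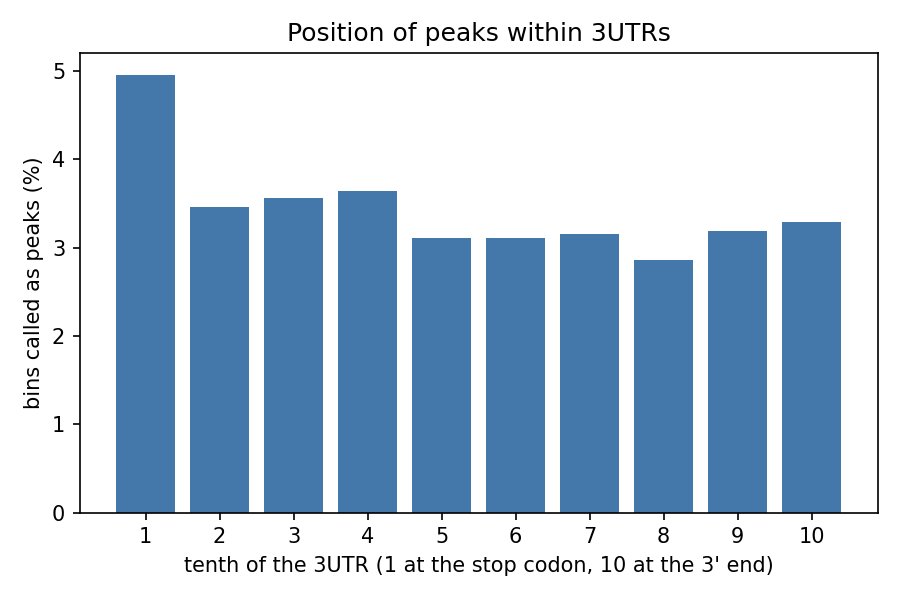
Share of 3′ UTR bins called as peaks (y axis, %) in 10 equal parts of the 3′ UTR (x axis, from the stop codon to the 3′ end), over the 1341 genes with called and uncalled 3′ UTR bins. The share was 4.96% in the part nearest the stop codon, 3.30% in the part nearest the 3′ end, and lowest in part 8, at 2.86%. There are no error bars because bins of a gene are not independent.

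To look for sequence features of occupied 3′ UTRs, 6-mers were tested in 1734 called against 48505 uncalled 3′ UTR bins. At an adjusted p under 0.05, 243 6-mers were more frequent and 33 less frequent in called bins. The number fell from 276 to 2 in bins without a repeated 24-mer, of which 639 were called. The highest odds ratios were 4.76 for TACGCG, 3.63 for ATCGCG, 3.57 for TACTCG, 3.34 for CGGACG and 3.24 for GCGCGA. TACTCG was in 30 called bins (adjusted p 5.88e-09, within-gene permutation p 1e-05), and the other 4 were in 4 to 9 called bins, with permutation p values from 0.00419 to 0.0128. The lowest odds ratios were 0.364 for AGGGTC, 0.387 for GGACCA, 0.423 for CCATGA, 0.425 for AGACTA and 0.434 for TATGAG, each in 11 to 15 called bins. Of these 10 6-mers, 7 were no longer past the threshold when stratified also by GC content, and the same number against uncalled bins within 300 nt of a called bin. TACTCG, AGGGTC and GGACCA stayed past it in both, but none of the 10 did in bins without a repeated 24-mer.

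Of the 17 listed NMD-target and NMD-factor genes, 14 had a peak and 4 had a 3′ UTR peak (23.5%, 95% interval 9.56 to 47.3). The 4 were RBM39 and EIF4A2, each with a highest 3′ UTR signal value of 2.63, SRSF7 with 2.58 and PTBP1 with 2.14. A 3′ UTR annotation could come from any transcript of a gene. The only peaks of PTBP1 and EIF4A2 were also annotated to the CDS, and that of PTBP1 to the 5′ UTR. Whether any of the 4 genes had a peak in the 3′ UTR of its main transcript was not tested. Peaks of UPF2 and UPF1 included the CDS, and the highest signal values of any peak of these genes were 4.26 and 3.43. ATF4 had 1 peak, annotated to the 5′ UTR and introns, at 2.39, and the lncRNA GAS5 had 1 exon peak at 2.40. SMG1 had 11 peaks, SMG6 4 and SMG5 1, all in introns. GADD45B, TRA2B and UPF3B had no peak. The 13 protein-coding members with a peak had a 3′ UTR peak in 30.8% of genes, at percentile 68.2 of the random lists, whose median was 23.1%. Their median 3′ UTR signal value was 2.61, at percentile 13.4 of the random lists, whose median was 3.33. Neither lay outside the central 95% of random lists.

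A further list held 13 genes chosen for quantitative PCR in the same work. Of these, 10 had a peak and 4 had a 3′ UTR peak (30.8%, 95% interval 12.7 to 57.6). The 3′ UTR peaks were in EPHB4 (signal value 2.17) and FBXO7 (3.57), which the study assigned to UPF3B, and in LONRF1 (2.05) and TOX4 (2.36), which it found independent of UPF2 and UPF3B. The only peaks of FBXO7 and TOX4 were also annotated to the CDS, and that of FBXO7 to the 5′ UTR. RNF10, STAU2, IFITM1, KIF11, DBF4B and METTL6 had peaks outside the 3′ UTR. NABP1, CHEK1 and CCNL1 had none. With 3 or 4 genes per class, no comparison between classes was made.

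The highest 3′ UTR signal value was 11.58, in AKR7L (chromosome 1, 19267283 to 19267382), at a peak that was also annotated to the CDS. RHOXF2 (chromosome X, 120163714 to 120163813) and RHOXF2B (chromosome X, 120072465 to 120072564) had 10.16 each. C5orf60 (chromosome 5, 179641845 to 179641944) had 10.15 and CRYAA (chromosome 21, 43172509 to 43172608) 10.1. All 24-mers of these peaks were repeated in the genome except in AKR7L, where 38.96% were. The most peaks were found in the lncRNA genes ENSG00000288075 (chromosome 4, 142 peaks), ENSG00000224363 (chromosome 1, 128 peaks) and FAM27C (chromosome 9, 92 peaks), in NBPF20 (chromosome 1, 91 peaks) and in the pseudogene ENSG00000230021 (chromosome 1, 85 peaks). In each of these 5 genes the mean share of repeated 24-mers over its peaks was at least 96.9%. None of the 142 peaks of ENSG00000288075 had an annotation line of that gene, so its count rests on the peak names alone.

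A peak was found in 6 of 68 replication-dependent histone genes. Of the 37 genes of the mitochondrial chromosome, 2 had a peak, the rRNA genes MT-RNR1 (signal value 2.07) and MT-RNR2 (2.19). None of the 13 mitochondrial mRNAs had one, 0 of 13. If a count of 0 is taken to allow up to 3, the share could be up to 23.1%. This limit is not a Wilson interval.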

Values the study reported

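The study reported 8980 genes whose RNAs were occupied by pUPF1 in ESCs, at a signal value above 1 and q below 0.01. It found 3′ UTR occupancy for 709 of 1272 UPF2-dependent target transcripts (55%) and for 218 of 391 UPF3B-dependent target transcripts (56%).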

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

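The tests in this part were chosen after the peak list had been seen, except the test of GC content. A pair of groups of peaks lay outside the UTR and CDS comparisons and exceeded the 3 that a count of 0 allows: 28159 peaks annotated to introns and to no exon, and 3254 annotated only to exons outside the 5′ UTR, CDS and 3′ UTR, with or without introns. The list compares pUPF1 with input libraries, and the level of these peaks in the IgG libraries was not analysed here.

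For the intronic peaks, 2 explanations were examined as the whole cause. If unspliced RNA alone had been carried through the immunoprecipitation, intron bins with and without repeated sequence would be called at a similar rate. The odds ratio of being called was 0.0395 (95% interval 0.0359 to 0.0432) for intron bins without a repeated 24-mer against the other intron bins of the same gene. This is the preference for repeats already seen, read the other way, and not separate evidence. It argues against unspliced RNA acting alone. Unspliced RNA whose reads were re-assigned among repeats could give the same preference and was not excluded. If the GC content of repeats were the cause, the preference would vanish among bins of similar GC content. Within 5 classes of GC content the odds ratio for bins with a repeated 24-mer was 26.6 (23.2 to 30.7), against 25.3 without the classes. That argues against GC content as the whole cause.

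What stays open is whether the repeats reflect reads shared between copies or RNA bound by pUPF1. Called intron bins had 52.3 percentage points more repeated 24-mers than uncalled ones, which is consistent with reads shared between copies of repeated sequence and re-assigned by the peak caller. A preference of pUPF1 for repeat-containing RNA would give the same, and the 17.8-point difference in 3′ UTR bins is what either would give, so these cannot be told apart here. Read counts with and without multiply placed reads would separate them and were not analysed here. RNase I was applied to the bead-bound complexes and input was prepared without immunoprecipitation, so fragment length may also differ between them, which was not tested. The 3254 exonic peaks had no test of their own.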

How the results depend on the processing

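No paired analysis was possible because the peak list holds 1 value per peak for all replicates together. For the same reason, the replicate block and leaving out each replicate were not run. No gene had at least 3 peaks of each kind, so that alternative of the signal comparison gave no value, and no listed gene had a 3′ UTR signal value over 3.

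Removing the limit on q, or asking for a signal value over 1.5, removed no peak and so says nothing about stability. At q under 0.001, 38657 peaks stayed, and no result changed direction or side of its threshold. The call rates of both UTRs against the CDS and position kept their direction and their side of the threshold under every alternative run, and GC content did except without repeated 24-mers. The odds ratio ranged from 0.358 to 0.560 for the 3′ UTR and from 0.154 to 0.396 for the 5′ UTR.

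Other results moved. Lines as deposited numbered 73925. Genes with a 3′ UTR peak fell to 764 when peaks with any other annotation were left out. The 3′ UTR share was 3.62% of peaks with a single annotation, 9.07% of lines as deposited, 5.55% with at least 50% of the peak inside a 3′ UTR of the reference, and 7.74% with lines of the peak's own gene. The signal difference was -0.174 with the maximum per gene, no longer past 0.05. Because the list does not name the scale, 2 alternatives were added after seeing the data: on the log2 scale the difference was -0.13 (permutation p 0.0137), and by sign alone the share of higher minus the share of lower genes was -0.245, not past 0.05 (exact sign test p 0.0984). The 6-mers past the threshold numbered 148 when stratified also by GC content and 77 against bins within 300 nt, where fewer bins were compared. Of the 10 named, 7 were no longer past it in each, and of the 5 with the highest odds ratios TACTCG alone stayed.

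A signal value over 3, chosen after seeing the data, left 1476 genes with a 3′ UTR peak, a 3′ UTR share of 7.52%, 182 6-mers and 0 mitochondrial genes. The signal difference was -0.131, no longer past 0.05, and the listed genes fell to percentile 7.11 for 3′ UTR peaks, the other side of the middle, with 8 genes left. Of the named 6-mers, 6 kept their direction but were no longer past the threshold, with 997 called bins in place of 1734.

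Leaving out repeated 24-mers, also chosen after seeing the data, moved the most results. It left 4345 peaks, 3245 genes, 1182 genes with a 3′ UTR peak, a 3′ UTR share of 37.3%, 2 6-mers, 1 histone gene and 0 mitochondrial genes. The signal difference was -0.173 in 19 genes and the GC difference 0.727 points (adjusted p 0.0637), both no longer past 0.05. The listed genes moved to percentile 30.1 with 4 genes left. The odds ratios of TACTCG and GCGCGA were 0, since no called bin there held them. Of the 276 6-mers, 1 stayed past the threshold. Except where fewer bins or genes were compared, the cause of these changes was not tested. Among single genes and 6-mers, 30 counts of peaks moved in this setting, and 8 of the named 6-mers kept their direction but were no longer past the threshold, with 639 called bins.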

Other observations

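The tests in this part were chosen after their results had been seen, except the tests of strand.

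Part of the repeated sequence resembles 7SL RNA, the RNA of the signal recognition particle, from which the Alu repeats derive. In all, 6825 peaks (17.6%, 95% interval 17.3 to 18.0) matched 7SL RNA with an E-value of at most 1e-06. Among intron bins the share was 21.9% for called and 9.32% for uncalled bins, an odds ratio of 2.95 (2.78 to 3.11) within genes. If 7SL RNA itself were the whole cause and peaks were called by strand, most of these peaks would carry its sense strand. The sense strand was found in 47.9% of them (46.7 to 49.1), near the 45.8% of uncalled intron bins. The study made its libraries with a directional kit, but does not state whether peaks were called by strand. Whether calls followed the strand was tested on peaks that lay inside another gene of the list. For the peaks similar to 7SL RNA, a peak of that gene matched 72.9% of 1675 cases (70.7 to 75.0) on the same strand and 47.2% of 920 (43.97 to 50.40) on the opposite strand. For peaks without repeated 24-mers, which say nothing about repeats, it matched 70.1% of 538 cases (66.1 to 73.8) and 23.5% of 766 (20.6 to 26.6). The match of peaks similar to 7SL RNA was less frequent on the opposite strand than on the same strand. How frequent it would be in repeats if calls followed the strand is unknown, since no reference for repeats was used here. Thus 7SL RNA as the whole cause cannot be told apart from other causes here.

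Peaks of identical sequence had similar signal values. In 343 groups with 745 peaks, each position counted once and none overlapping another of its group, the SD of signal values within groups was 0.781, against a median of 1.05 when the values were shuffled over those peaks. The permutation p was 0.0001, the smallest that 10000 shuffles can give, and it was the same on ranks of the signal values. This is consistent with reads shared between copies of repeated sequence, although binding set by the sequence itself would also make copies alike.

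The 10 highest signal values of the authors' deposited list all belonged to peaks with 100% repeated 24-mers. The highest, 12.77, was on chromosome 1 from 727472 to 727571 in the pseudogene ENSG00000230021. The second, 12.41, was on chromosome 21 from 8428844 to 8428943 in the lncRNA gene ENSG00000280441. These 2 peaks were singled out after their values were seen, and no biological explanation was tested.

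The share of listed genes with a 3′ UTR peak was 23.5%. That is lower than the shares quoted from the study above, which counted transcripts rather than genes, over other and larger lists. The peak list used here also starts at a signal value of 2.00, which is above the study's threshold of 1 only if both are on the same scale. Which of these differences accounts for the lower share was not tested.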
